# A single-nucleus RNA sequencing atlas of the postnatal retina of the shark *Scyliorhinus canicula*

**DOI:** 10.1038/s41597-025-04547-2

**Published:** 2025-02-07

**Authors:** Nicolás Vidal-Vázquez, Ismael Hernández-Núñez, Pablo Carballo-Pacoret, Sarah Salisbury, Paula R. Villamayor, Francisca Hervas-Sotomayor, Xuefei Yuan, Francesco Lamanna, Céline Schneider, Julia Schmidt, Sylvie Mazan, Henrik Kaessmann, Fátima Adrio, Diego Robledo, Antón Barreiro-Iglesias, Eva Candal

**Keywords:** Retina, Transcriptomics

## Abstract

The retina, whose basic cellular structure is highly conserved across vertebrates, constitutes an accessible system for studying the central nervous system. In recent years, single-cell RNA sequencing studies have uncovered cellular diversity in the retina of a variety of species, providing new insights on retinal evolution and development. However, similar data in cartilaginous fishes, the sister group to all other extant jawed vertebrates, are still lacking. Here, we present a single-nucleus RNA sequencing atlas of the postnatal retina of the catshark *Scyliorhinus canicula*, consisting of the expression profiles for 17,438 individual cells from three female, juvenile catshark specimens. Unsupervised clustering revealed 22 distinct cell types comprising all major retinal cell classes, as well as retinal progenitor cells (whose presence reflects the persistence of proliferative activity in postnatal stages in sharks) and oligodendrocytes. Thus, our dataset serves as a foundation for further studies on the development and function of the catshark retina. Moreover, integration of our atlas with data from other species will allow for a better understanding of vertebrate retinal evolution.

## Background & Summary

The neural retina shows a remarkable degree of conservation in its cellular structure in all extant vertebrates^1–3^. This basic plan consists of five neuronal cell classes and one glial cell class, whose somata are arrayed in three nuclear layers, interspersed with two plexiform layers, where synapses occur (Fig. 1a). The outer nuclear layer (ONL) contains photoreceptors (PRs), the light-sensitive cells of the retina, which can usually be classified in two morphologically and functionally distinct major types, cones and rods, responsible for photopic and scotopic vision, respectively. In turn, the inner nuclear layer (INL) hosts three types of interneurons, namely horizontal cells (HCs), bipolar cells (BCs) and amacrine cells (ACs), which receive, integrate, modulate and transmit the signals coming from photoreceptors to retinal ganglion cells (RGCs). RGCs are located in the ganglion cell layer (GCL) and project their axons through the optic nerve to the visual processing centres of the brain. Besides, the retina contains a major glial cell class, Müller glia (MG), a type of radial glial cells whose nuclei are located within the INL. Other glial cell types, such as oligodendrocytes, microglia or astrocytes, may be present in the innermost layers of the retina, but, unlike MG, these are not derived from the optic cup; instead, they originate in other parts of the brain and migrate into the eye through the optic nerve^4^.

**Fig. 1:**
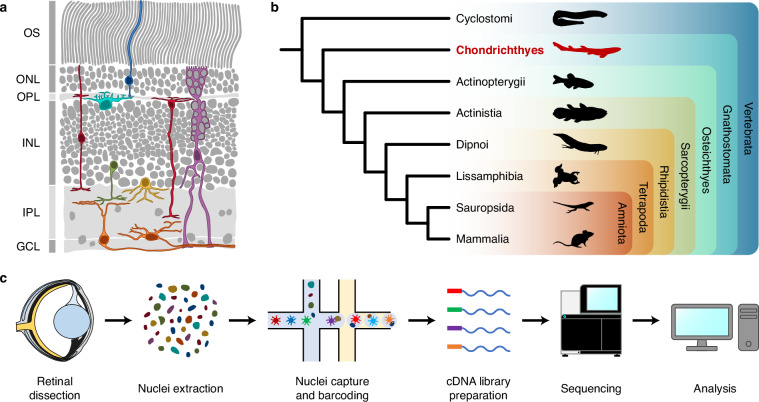
Background and experimental workflow. (**a**) Structure of the juvenile catshark retina, based on microscopy images kindly provided by Dr J. Francisco-Morcillo; cell drawings based on Neumayer^75^. (**b**) Cladogram showing relationships among major extant vertebrate groups, highlighting the position of chondrichthyans as the sister group to all other gnathostomes. Silhouettes from PhyloPic^95^. (**c**) Experimental workflow. Eye diagram after Collin^45^. GCL, ganglion cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; ONL, outer nuclear layer; OPL, outer plexiform layer; OS, photoreceptor outer segments.

Most of these cell classes can be subdivided into a number of cell types with diverse morphological, functional and molecular properties^5–7^. In recent years, high-throughput single-cell RNA sequencing (scRNA-seq) studies have provided unprecedented insights into molecular cell type diversity in the mature and developing vertebrate retina^6,8–10^. Although most studies have focused on the retina of mammals^11–35^ (particularly that of rodents^12–18^ and primates^19–35^), cellular atlases of the chick^13,36^, brown anole lizard^11^, zebrafish^9,13,37–43^ and sea lamprey^11,44^ retinas have also been generated to date, providing new resources to study the evolution and development of vertebrate retinal cell types. However, scRNA-seq studies on the retina of cartilaginous fishes are still lacking.

Given their phylogenetic position as the sister group to all other extant gnathostomes (Fig. 1b), chondrichthyans (sharks, rays and chimaeras) constitute a particularly interesting group to study retinal evolution^45–47^. Among cartilaginous fishes, the shark *Scyliorhinus canicula* (Linnaeus, 1758), also known as the small-spotted catshark or the lesser-spotted dogfish, stands as a suitable model for experimental studies, owing to its abundance, relatively small size and accessible oviparous development^46^. Furthermore, the catshark retina shows persistent cell proliferation in postnatal stages^48,49^ (similar to other fishes^50^), making *S. canicula* an interesting species for the study of postnatal retinal neurogenesis.

In this study, we generated a single-nucleus RNA sequencing (snRNA-seq) atlas of the postnatal retina of *S. canicula* (Fig. 1c). Early juvenile specimens were chosen to allow profiling of both mature and progenitor cell types, since previous work has shown that cell proliferation decreases as the animal grows, with mitotic activity being virtually absent in sexually mature adults^48,51^. Thus, we used three retinas from three female, juvenile catsharks to generate a dataset consisting of 17,438 high quality nuclei. Unsupervised clustering revealed 22 cell types representing all major retinal cell classes, as well as retinal progenitor cells and oligodendrocytes. This constitutes, to the best of our knowledge, the first single-cell transcriptomic study of the retina of a chondrichthyan, providing a groundwork for comparative studies on the evolution of both retinal cell type diversity and retinal neurogenesis.

## Methods

### Animals

Three female, juvenile specimens of *S. canicula*, with a total length of 10.5 to 11.1 cm (Table 1) were kindly provided by the Aquarium Finisterrae in A Coruña (Spain) and kept in artificial seawater tanks under standard conditions of temperature (15-16 °C), pH (7.5–8.5) and salinity (35 g/L). All procedures were performed in accordance with the guidelines for animal experimentation established by the European Union and the Spanish government and were approved by the Bioethics Committee of the University of Santiago de Compostela (license number 15004/2022/001).

**Table 1:** Sample information.

Sample	Total length (cm)	Sex
Sample 1	11.0	Female
Sample 2	10.5	Female
Sample 3	11.1	Female

### Retina sampling

Animals were deeply anaesthetised with 0.5% tricaine methanesulfonate (MS-222; Thermo Fisher Scientific, 118000500) in seawater. The animals were removed from water, the eyes enucleated, and the retinas (one from each specimen, n = 3) were dissected out under a stereomicroscope. Retinas were immediately put in Eppendorf tubes and frozen in liquid nitrogen. Retinal samples were kept at -80 °C until they were further processed for nuclei isolation and RNA sequencing.

### Nuclei isolation and snRNA-seq data generation

Retina nuclei were extracted following a published protocol^52^ with small modifications for use in non-standard vertebrate species^53,54^. Briefly, the frozen retinas were homogenised using a micropestle in 400 µL ice-cold homogenisation buffer (250 mM sucrose, 25 mM KCl, 5 mM MgCl_2_, 10 mM Tris-HCl [pH 8], 0.1% IGEPAL, 1 µM dithiothreitol [DTT], 0.4 U/µL Murine RNase Inhibitor [New England BioLabs, M0314L], and 0.2 U/µL SUPERase-In [Ambion, AM2694]). The homogenates were triturated gently using a p1000 tip for 10 times, incubated on ice for 5 min and then centrifuged at 100 g for 1 min at 4 °C to pellet any unlysed tissue chunks. The supernatant was transferred into another 1.5 mL Eppendorf tube and centrifuged at 400 g for 4 min at 4 °C to collect nuclei. The nuclei were washed twice in 400 µL homogenisation buffer and strained using a 40 µm Flowmi strainer (Sigma, BAH136800040) during the second wash step to remove nuclei aggregates. The final nuclei pellet was resuspended in 30–50 µL Nuclei Buffer (10x Genomics, PN-2000207). To estimate the nuclei concentration, nuclei aliquots were diluted in phosphate-buffered-saline (PBS) with Hoechst and propidium iodide (PI) DNA dyes and counted on Countless II FL Automated Cell Counter (Thermo Fisher Scientific, RRID: SCR_020236). Around 15,000 nuclei were used as input for the snRNA-seq experiment. The Chromium Next GEM Single Cell 3’ Reagent Kits v3.1 (PN-1000121, PN-1000120, and PN-1000213) were used to make snRNA-seq libraries. Libraries were quantified on a Qubit Fluorometer (Thermo Fisher Scientific; RRID: SCR_018095) and quality checked on a Fragment Analyzer (Agilent; RRID: SCR_019417). Libraries were sequenced on NextSeq550 (Illumina; RRID: SCR_016381; 28 cycles for Read 1, 56 cycles for Read 2, 8 cycles for i7 index).

### Genome indexing and read alignment

Genome indexing and library mapping was performed with STAR (v2.7.10a)^55,56^. The *S. canicula* genome assembly sScyCan 1.1^57^ (GCF_902713615.1; *GCF_902713615.1_sScyCan1.1_genomic.fna*) and its associated annotation in GFF format (*GCF_902713615.1_sScyCan1.1_genomic.gff*) were downloaded from the National Center for Biotechnology Information (NCBI). The mitochondria (NC_001950.1) annotations within the GFF file were manually edited to convert “CDS” annotations to “exon” annotations and to convert all annotations of “tRNA” and “rRNA” to “gene” annotation. This was done to ensure mitochondrial gene annotations were consistent with those of the nuclear genes. The GFF annotation file was converted to GTF format using gffread (v0.10.1)^58^. The genome and its annotation (GTF) were indexed using STAR (--runMode genomeGenerate). Each library was then mapped against the genome with the 10x V3 cell barcode whitelist (*3M-february-2018.txt*) and using standard parameters for single cell libraries (--soloMultiMappers Unique --soloBarcodeReadLength 28 --soloType CB_UMI_Simple --soloUMIlen 12 --soloCBwhitelist 3M-february-2018.txt --soloFeatures GeneFull --clipAdapterType CellRanger4 --outFilterScoreMin 20 --soloCBmatchWLtype 1MM_multi_Nbase_pseudocounts --soloUMIfiltering MultiGeneUMI_CR --soloUMIdedup 1MM_CR --readFilesCommand zcat --outSAMtype BAM Unsorted). The raw (unfiltered) files (*genes.tsv*, *barcodes.tsv* and *matrix.mtx*) generated for each sample were then used for downstream analysis. On average, there were 274 million reads per sample with 94% of reads with valid barcodes, and a 45% saturation. A summary of the STAR output statistics for each sample can be found in Table 2.

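Total counts of unique molecular identifiers (UMIs) were computed per barcode from the deposited unfiltered counts, and the knee rule that STARsolo applies by default was run on them with 3000 expected cells. The rule gave a threshold of 4394, 5839 and 4387 UMIs in samples 1, 2 and 3, with 3028, 1074 and 2521 barcodes above it. These barcodes held 30760018, 16433368 and 25334077 UMIs. Mean UMIs per barcode above the threshold were 10159, 15301 and 10049, and medians were 7594, 10147.5 and 7340. Features with at least 1 UMI in these barcodes numbered 23271, 23076 and 23449. The number of barcodes depends on the number of expected cells given to the rule: with 10000 expected cells the thresholds fell to 2766, 3003 and 2747 UMIs, and 4590, 1972 and 4221 barcodes lay above them.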

**Table 2:** Summary statistics for STAR outputs for each sample.

Sample	Sample 1	Sample 2	Sample 3
Number of reads	229,861,905	249,344,842	343,563,083
Reads with valid barcodes	0.960049	0.932741	0.917902
Sequencing saturation	0.502799	0.521001	0.338812
Q30 bases in CB + UMI	0.957978	0.95938	0.961753
Q30 bases in RNA read	0.89873	0.90096	0.888598
Reads mapped to genome: unique + multiple	0.88851	0.846251	0.647372
Reads mapped to genome: unique	0.781012	0.711432	0.518868
Reads mapped to GeneFull: unique + multiple GeneFull	0.693977	0.471452	0.354986
Reads mapped to GeneFull: unique GeneFull	0.642748	0.424422	0.314171
Estimated number of cells	3,028	1,074	2,521
Unique reads in cells mapped to GeneFull	62,372,962	34,713,678	39,214,416
Fraction of unique reads in cells	0.422171	0.328021	0.363307
Mean reads per cell	20,598	32,321	15,555
Median reads per cell	15,254	21,413	11,331
UMIs in cells	30,760,018	16,433,368	25,334,077
Mean UMIs per cell	10,158	15,301	10,049
Median UMIs per cell	7,593	10,144	7,340
Mean GeneFull per cell	3,508	4,872	3,988
Median GeneFull per cell	3,170	4,285	3,540
Total GeneFull Detected	23,271	23,076	23,449

Note that raw files were used for downstream analysis (which includes all barcodes, not just those estimated to be viable cells by STAR). Therefore, the statistics relating to STAR-assigned cells are not necessarily relevant but are provided for the reader’s interest.

### Bioinformatic quality control

Samples were then analysed in an R (v4) environment using Seurat (v4.3.0)^59^. We created Seurat objects for each library after removing nuclei with less than 200 features and features occurring in fewer than three nuclei. Nuclei where mitochondrial (mtDNA) features accounted for 10% or more of their total unique molecular identifiers (UMIs) were removed before removing all mtDNA features. After sub-setting the Seurat object into individual samples, upper and lower thresholds for UMI and feature counts per nuclei were then applied individually to each sample based on knee plot visualisation. In sample 1, nuclei with more than 1,000 but less than 20,000 UMIs and more than 500 but less than 5,500 features were retained. In sample 2, nuclei with more than 500 but less than 24,000 UMIs and more than 500 but less than 6,500 features were retained. Finally, in sample 3, nuclei with more than 750 but less than 20,000 UMIs and more than 300 but less than 7,000 features were retained.

Samples were then merged into a single Seurat object before splitting samples again into individual sample datasets. This was done to ensure that the same features were considered across samples. Each sample was then independently clustered and assessed for the presence of doublets. For each sample, counts were normalised using the “NormalizeData” function prior to calculating cell cycle scores using the “CellCycleScoring” function (for the list of genes used, see Data Records). The “v2” SCTransform version with the glmGamPoi method (v1.9.0)^60^ was used to normalise RNA counts separately for each sample, regressing out scores for the S and G2M cell cycle stages. Linear dimension reduction was conducted independently for each sample using the “RunPCA” function with 50 principal components (PCs). After consulting Elbowplots for each sample, a Uniform Manifold Approximation and Projection (UMAP) using 20 PCs was run separately for each sample and the “FindNeighbours” function was applied using 20 PCs, before using the “FindClusters” function with a resolution of 0.5. DoubletFinder (v2.0.3)^61^ was then applied independently to each sample selecting pK values with the highest associated mean-variance normalised bimodality coefficient (BCmvn) value. 

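DoubletFinder itself was not at hand, so its scoring by artificial nearest neighbours was written again from its published description and run on the deposited counts of each sample, with artificial doublets at a share of 0.25. The pK with the highest BCmvn was 0.2 in sample 1, 0.12 in sample 2 and 0.16 in sample 3. At a doublet rate of 4%, adjusted for doublets within a cluster, 210, 152 and 357 nuclei were called. Called nuclei had a median of 9046, 10045 and 8680 UMIs, against 3290, 2074 and 1937 UMIs in the nuclei that were kept. Scrublet, set to call the same number of nuclei, shared 48, 37 and 88 calls with this scoring. In a test with 242, 177 and 406 planted doublets, each made by adding 2 nuclei of the sample and thinning the sum, 21.5%, 9.04% and 8.13% of them were called. Of the other nuclei in this test, 2.78%, 3.21% and 3.29% were called. On simulated nuclei of clearly separate profiles, all of 60 planted doublets were called (100%). That simulation had nuclei of equal depth, doublets of different profiles only and a smaller pK than the samples. Its result therefore does not carry over to them. How many real doublets remained among the kept nuclei was not measured.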

We assumed a 4% doublet formation rate (based on the Chromium instrument specifications) and adjusted for homotypic doublets.

### Clustering and differential gene expression analyses

Samples were integrated using 2,000 features and anchors that were identified with the “rpca” reduction method and the “FindIntegrationAnchors” function. A principal component analysis (PCA) was rerun on the integrated dataset using 50 PCs, and 30 PCs were used for subsequent UMAP generation and clustering with a resolution of 0.5. Markers for each cluster were assessed using the logistic regression method and the FindAllMarkers function on the “SCT” assay and “data” slot, using sample ID as a latent variable to help reduce batch effects among samples. We used a pseudocount of 0.001, set a p-value threshold of 0.01, and only considered genes that were upregulated, expressed in at least 25% of all nuclei (in either of the compared groups), and demonstrated a threshold of 0.25 X difference (log-scale) between the two compared groups. Three clusters that were mostly composed of cells from a single sample and did not show differential expression of typical retinal cell marker genes were removed (see below; for a list of differentially expressed genes in the removed clusters, see Data Records), and all remaining cells were re-clustered using the same parameters. The same differential expression analysis was applied to the finalised clusters grouped together based on common diagnostic marker genes (see below for details) to identify marker genes for retinal cell classes composed of several clusters (see Table 3).

**Table 3:** Class/subclass-level cluster groups for differential expression analysis.

Group	Abbreviation	Clusters
Rod photoreceptors	PR_Rod	PR_Rod1, PR_Rod2, PR_Rod3
Photoreceptor precursors	PR_Precursor	PR_Precursor
Horizontal cells	HC	HC
Bipolar cells	BC	BC1, BC2, BC3
GABAergic amacrine cells	AC_GABA	AC_GABA1, AC_GABA2, AC_GABA3, AC_GABA4
Cholinergic amacrine cells	AC_ACh	AC_ACh
Glycinergic amacrine cells	AC_Gly	AC_Gly1, AC_Gly2, AC_Gly3
Retinal ganglion cells	RGC	RGC1, RGC2
Müller glia	MG	MG
Retinal progenitor cells	RPC	RPC1, RPC2
Oligodendrocytes	OL	OL

### Cluster annotation

To assign a cell class identity to each cluster, we elaborated a list of marker genes reported in previous studies on other vertebrate species^11–15,18–21,24,26–31,33,36,38,44^. Putative orthologues in the *S. canicula* genome were identified by comparing the sequence of the mouse gene (genome assembly GRCm39, GCF_000001635.27)^62^ with the *S. canicula* genome assembly sScyCan1.1 (GCF_902713615.1)^57^ using Blastn^63^. For marker genes absent from the mouse genome, either the human (genome assembly GRCh38.p14, GCF_000001405.40)^64^ or zebrafish (genome assembly GRCz11, GCF_000002035.6)^65^ genes were used. All marker gene sequences were obtained from GenBank^66^. Marker genes present in the *S. canicula* genome where then visualised in our dataset using the “FeaturePlot” and “DotPlot” functions of Seurat. This, coupled with the examination of the top differentially expressed genes in each cluster (see above), allowed us to assign all clusters in the final object to known retinal cell classes (see Technical Validation). In cell classes comprising more than a single cluster, a number was added to the cluster name, according to the number of cells in each cluster.

### Gene nomenclature

For the sake of readability, we decided to change the symbols of genes annotated with a LOC number in the main text and figures of the present article. We replaced LOC numbers for symbols based on the identification of their protein products, adding an “-*l*” at the end for those annotated as “-like”, except for uncharacterised genes, which were left with their LOC number. Supplementary Table 1 shows the correspondence between the symbols used in the text and the sScyCan1.1 annotation, which is the one used in the dataset.

It should also be noted that many *S. canicula* genes follow the nomenclature used in zebrafish, including a letter or number at the end of their symbol. Since teleosts experienced an additional whole genome duplication after diverging from cartilaginous fishes^67^, many gene paralogues present in zebrafish are absent from the catshark genome. Therefore, current gene symbols do not accurately reflect the existence of paralogues in *S. canicula*, nor their correspondence to specific zebrafish paralogues.

## Data Records

Raw sequencing data for each sample (*.fastq* files) have been uploaded to the NCBI Sequence Read Archive (SRA)^68^ under BioProject accession number PRJNA1056918^69^. For each sample, STAR raw output files, i.e. expression matrices for each gene in each cell (*matrix.mtx*), barcodes (*barcodes.tsv*) and genes (*features.tsv*), have been uploaded to the Gene Expression Omnibus (GEO)^70,71^ under accession number GSE282457^72^. The final annotated Seurat object (*Scyliorhinus_retina.rds*) is available on Figshare^73^.

Two *.xlsx* files (*Differential_expression_Clusters.xlsx* and *Differential_expression_Cell_classes.xlsx*) containing the list of differentially expressed genes in each cluster and each cell class (see Table 3) in the final atlas have been uploaded to Figshare^73^. For each gene, the p-value (“p_val”), adjusted p-value (“p_val_adj”), average log_2_ fold change (“avg_log2FC”), the proportion of cells expressing that gene in the present cluster (“pct.1”), the proportion of cells expressing said gene in the rest of the dataset (“pct.2”), the gene symbol and the full name of its protein product are provided. Please note that protein product names are provided for the sake of readability, and do not accurately reflect the isoform of each feature. An additional file (*Differential_expression_Removed_clusters.xlsx*) provides the same information for the two clusters removed during clustering (see Methods). Furthermore, a table containing the list of genes used in cell cycle scoring (*Cell_cycle_scoring_genes.xlsx*) can also be found on Figshare^73^.

## Technical Validation

### Quality control

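The deposited data hold 3 single-nucleus libraries, 1 per animal, called library 1, 2 and 3 after samples 1, 2 and 3 of Table 1. Their animals were 11.0, 10.5 and 11.1 cm long and formed 1 condition, so they served as replicates (n = 3) and no conditions were compared. Each deposited table holds the counts that the authors made with STARsolo over whole genes, introns included, for 29017 features and every barcode of the kit, before any filter. Totals were 73310348, 50691314 and 71366924 UMIs in libraries 1, 2 and 3, spread over 1484493, 849436 and 1389569 barcodes with at least 1 UMI. Starting from these counts, the filters, doublet removal, normalization, cell cycle regression, integration and clustering described in the Methods were run again with the limits and the resolution given there. Labels of the study's clusters were not used here. Clusters were therefore named again from lists of marker genes, which like the comparisons of classes and the alternatives were fixed before the data were examined, and each rebuilt class carries the ending "-like". Differences from the study can come from these rebuilt names. Gene levels are UMIs of a gene per 1000000 UMIs of the summed nuclei of a class in a library (CPM), with mitochondrial features left out, and are given as mean ± SD over the 3 animals, since nuclei of 1 animal are not replicates. Intervals around shares are exact 95% binomial intervals, which cover counting error only. Positions of genes are on the sScyCan1.1 build, and genes known there only by a number carry the names of Supplementary Table 1 where that table lists them.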

Retinas from three similarly sized, female, juvenile *Scyliorhinus canicula* specimens (Table 1) were used to generate the snRNA-seq dataset. To ensure that all the obtained barcodes correspond to viable nuclei, we established selection criteria based on feature counts, UMI counts and expression of mitochondrial genes (Fig. 2). Prior to filtering, the three samples showed a similar number of barcodes (Table 4), features and UMIs, with the proportion of mitochondrial transcripts being higher in sample 1 and lower in sample 3 (Fig. 2a). 

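In the deposited counts, 69723, 52932 and 64138 barcodes of libraries 1, 2 and 3 had at least 200 features, and they held 96.4%, 82.3% and 96.6% of the UMIs of their library. The median barcode had 448, 341 and 548 UMIs and 291, 246 and 360 features. Median mitochondrial percentage was 20.0% in library 1, 5.68% in library 2 and 4.91% in library 3. Barcodes with 10% or more of their UMIs from the 37 mitochondrial features made up 90.2% of the barcodes in library 1, 9.88% in library 2 and 1.55% in library 3. Over all barcodes of a library, mitochondrial features held 11.9%, 4.82% and 3.32% of the UMIs. A minimum of 200 UMIs in place of 200 features gave 71858, 81478 and 65035 barcodes, which moved library 2 from the fewest barcodes to the most. Each of these values rests on 1 animal, and no test between libraries was made.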

As expected, there was a positive correlation between the number of detected genes and the number of UMIs, whereas a negative correlation was observed between the expression levels of mitochondrial genes and both gene counts and UMI counts, with no major differences between samples (Fig. 2b). 

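Relations were computed across the barcodes with at least 200 features, separately in each library. Pearson's r between UMIs and features was 0.916, 0.878 and 0.911 in libraries 1, 2 and 3. Between UMIs and mitochondrial percentage it was -0.439, -0.126 and -0.270, and between features and mitochondrial percentage -0.613, -0.200 and -0.382. Spearman's coefficients were 0.975, 0.926 and 0.944 for UMIs and features, -0.313, -0.185 and -0.383 for UMIs and mitochondrial percentage, and -0.436, -0.326 and -0.438 for features and mitochondrial percentage. The signs were shared by the 3 libraries, while Pearson's r with mitochondrial percentage was the most negative in library 1 and the least negative in library 2. With a minimum of 500 features, Pearson's r between UMIs and mitochondrial percentage became -0.238, -0.180 and -0.247, the most negative in library 3, and Spearman's coefficients moved further, to -0.655, -0.565 and -0.715 for UMIs and -0.772, -0.604 and -0.776 for features with mitochondrial percentage. Barcodes are not replicates, so no p-value is given, and the UMI count is the denominator of the mitochondrial percentage.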

Quality control filtering was performed by removing barcodes with mitochondrial transcripts representing more than 10% of the total counts, and upper and lower thresholds for UMIs and number of unique genes were defined for each sample (see Methods). 

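Barcodes with under 10% mitochondrial UMIs numbered 6810, 47703 and 63147 in libraries 1, 2 and 3. With the limits of the Methods on UMIs and features, 6053, 4425 and 10154 nuclei remained, with a median of 3400, 2194 and 2032 UMIs and 1920, 1411 and 1328 features once mitochondrial features were left out. The upper limits excluded 263, 177 and 201 nuclei, which held 20.7%, 30.2% and 16.5% of the UMIs of nuclei above the lower limits. Another 1214, 250 and 378 barcodes lay within the limits on UMIs and features but reached 10% mitochondrial UMIs. Among the alternatives, a mitochondrial limit of 5% moved the sum over the libraries the most, with 4325, 3793 and 8905 nuclei. The lower limits differ between libraries, and the limits of library 1 applied to all gave 6053, 3469 and 8014 nuclei, a larger move in libraries 2 and 3.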

After filtering, initial clustering analyses revealed three clusters that were mostly composed of cells from a single sample that did not show expression of typical retinal cell marker genes (see Data Records). 

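After removal of called doublets, clustering of the 3 integrated libraries gave 25 clusters. A cluster was set aside when 80% or more of its nuclei came from 1 library and its genes met no list of retinal markers. This rule removed 3 clusters with 2073 nuclei in all. The clusters held 1256 nuclei (90.8% from library 3), 687 nuclei (98.1% from library 1) and 130 nuclei (96.2% from library 1). Most genes that led these clusters are known only by a number, and 4 of these in the cluster of 130 nuclei (LOC119978731, LOC119978783, LOC119978771 and LOC119978759) also led a kept cluster without a name. The following are the leading genes with a symbol. The cluster of 1256 nuclei had *slc2a12* (chromosome 6, 64215654 to 64349302), at 481 CPM against 108 CPM in the other nuclei of library 3, followed by *ngef* (chromosome 13, 82145175 to 82267257), *pigu* (chromosome 7, 196705476 to 196733470) and *cryabb* (chromosome 19, 92694888 to 92706475), and 5 of the 10 leading genes with a symbol code for ribosomal proteins. Near-empty droplets of library 3, defined below, had 587 CPM of *slc2a12*, more than this cluster. They had 117, 115 and 199 CPM of *ngef*, *pigu* and *cryabb*, against 106, 114 and 188 CPM in the cluster. Of the other leading genes with a symbol, *gtf3c3* went the other way, with 143 CPM in the droplets against 195 CPM. The cluster of 687 nuclei had *scel* (chromosome 14, 143419769 to 143502297), at 900 CPM against 12.7 CPM in the rest of library 1, besides *ppl* (chromosome 15, 9814224 to 9905054) and *upk3b* (chromosome 12, 111584989 to 111609720). The cluster of 130 nuclei had *ripor3* (chromosome 7, 158516974 to 158835090), at 1696 CPM against 9.67 CPM, followed by *rhd* (chromosome 1, 125787040 to 125851104) and *tubb1* (chromosome 7, 131197038 to 131210532). These genes were picked after their values were seen, because they ranked high in their clusters, and each level rests on 1 library. Their positions are on build sScyCan1.1.

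**Figure D1:**
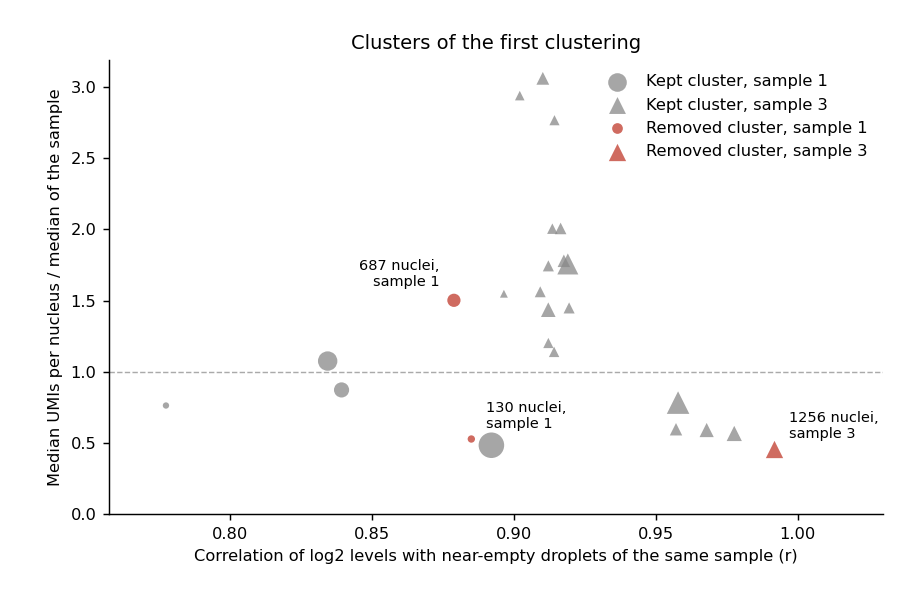
Each dot is a cluster of the first clustering, placed by the correlation of its gene levels with those of near-empty droplets of its main sample and by its median UMIs relative to that sample. Dot area follows the number of nuclei. Clusters were not thinned to the same number of UMIs here, so these correlations also follow the UMIs of a cluster. They differ from those the text gives for thinned clusters. Correlations cannot be compared between samples, and within a sample only with this limit.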

Since these nuclei most likely correspond to either low quality cells or ambient RNA, they were removed from the dataset. 

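The paper states that these nuclei most likely are low quality cells or ambient RNA. Both readings were put to the counts of the clusters removed here, which were not compared with those removed in the study, by setting each cluster beside near-empty droplets, that is barcodes with at least 200 features and no more UMIs than their median. The comparisons that follow were chosen after the clusters were seen. Correlations of log2 gene levels over 28980 genes were compared within a library, between clusters thinned to the same number of UMIs (genes are not replicates, so no p-value is given). In library 3 the cluster of 1256 nuclei had r = 0.918 with near-empty droplets, at rank 1 of 23 clusters. In library 1 the clusters of 687 and 130 nuclei had r = 0.824 and 0.849, at rank 9 and rank 5 of 25. In 100 draws of as many UMIs from the near-empty droplets themselves, r was at least 0.942 in library 1 and 0.920 in library 3, above every cluster. Genes at 50 CPM or more and over 2 times their level in near-empty droplets numbered 402 in the cluster of 1256 nuclei (at most 441 in the draws), and 1698 and 1475 in the clusters of 687 and 130 nuclei (at most 284 in the draws). Median UMIs were 888 in the cluster of 1256 nuclei against 1937 in library 3, and 1739 in the cluster of 130 nuclei against 3290 in library 1. The cluster of 687 nuclei had a median of 4943.5 UMIs, above that of its library. Median mitochondrial percentage was 4.93%, 4.24% and 5.72% in the clusters of 1256, 687 and 130 nuclei, against 1.91%, 3.39% and 3.39% in their libraries. In the cluster of 687 nuclei, *epcam* (chromosome 1, 275844337 to 275851841), also picked after its value was seen, reached 1654 CPM against 56.0 CPM in the other nuclei of library 1. Near-empty droplets had 522 CPM of *epcam* in library 1 but 1.84 and 0.839 CPM in libraries 2 and 3 (build sScyCan1.1).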

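Rebuilding the set with the same steps gave 17840 nuclei, 4976 from library 1, 4218 from library 2 and 8646 from library 3. In these nuclei 23381 features had at least 1 UMI, with 22464, 22437 and 22998 features in the 3 libraries taken alone. Mean features per nucleus were 1867 over all nuclei and 2084, 1801 and 1775 per library (mean of libraries 1887 ± 171, n = 3). Among the alternatives, log normalization gave the largest set, 18908 nuclei, and a mitochondrial limit of 5% the smallest with all libraries, 15907 nuclei.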

The final object was composed of 17,438 cells containing 23,489 total features (unique genes), with an average of 1,944 features per cell (Table 4). 

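Mean UMIs per nucleus of the rebuilt set were 4302, 3484 and 3285 in libraries 1, 2 and 3 (3691 ± 539, n = 3), with medians of 3173, 2106 and 2263. Mean mitochondrial percentage was 3.66%, 2.71% and 2.18% (2.85% ± 0.751%), so the highest library had 1.68 times the lowest. With 1 condition and 1 value per animal, no test of these differences was made.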

There were no major differences in the number of unique genes, UMI count (number of transcripts) or mitochondrial feature levels between samples (Fig. 2c,d). However, sample 3 yielded a higher number of cells (Table 4), which can be attributed to minor technical differences in retinal dissection and/or library preparation.

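In the rebuilt set library 3 held 2.05 times as many nuclei as library 2. Before any filter library 1 had the most barcodes with at least 200 features. Under 10% mitochondrial UMIs libraries 2 and 3 had 47703 and 63147 barcodes, and the limits on UMIs and features left 4425 and 10154 nuclei, or 3469 and 8014 with the same limits in all libraries, so the ratio of library 3 to library 2 grew at the limits on depth. UMIs in the rebuilt set added up to 21407855, 14696447 and 28404341 in libraries 1, 2 and 3, so library 3 also held the most UMIs. The deposited counts carry no record of dissection or of library preparation, and neither was examined.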

**Fig. 2:**
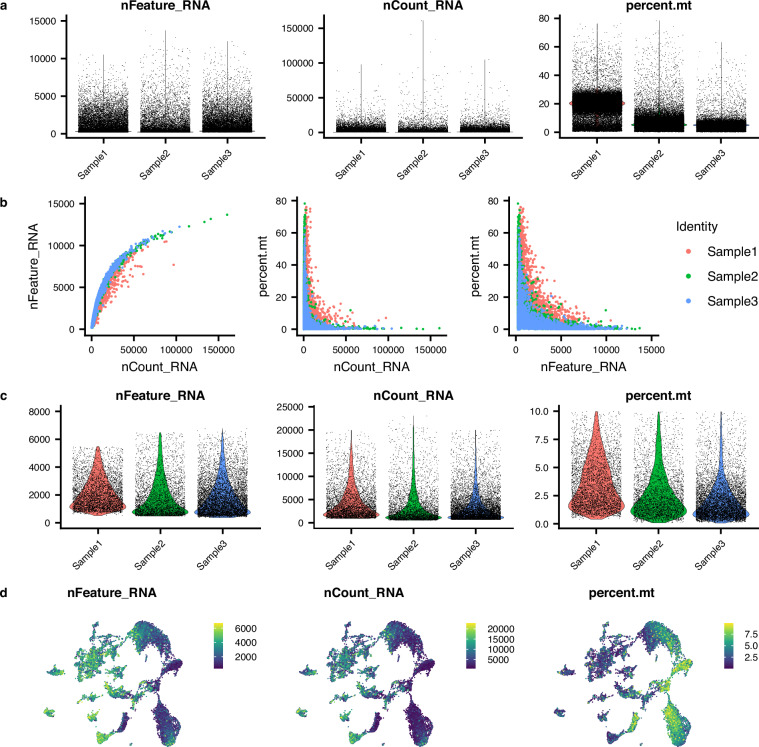
Quality control for snRNA-seq data. (**a**) Violin plots showing: left, the number of detected unique genes (“nFeature_RNA”); middle, the number of unique molecular identifiers (UMIs, “nCount_RNA”); and right, percentage of mitochondrial genes (“percent.mt”) in each cell from each sample before quality control. (**b**) Scatter plots showing the relationship between UMI counts and gene counts (left), UMI counts and percentage of mitochondrial genes (middle), together with gene counts and percentage of mitochondrial genes (right) in the three samples before quality control. (**c**) Violin plots showing gene counts (left), UMI counts (middle) and percentage of mitochondrial genes (right) in the final dataset. Note that all mitochondrial features were removed from the analyses after quality control (see Methods). (**d**) Gene counts (left), UMI counts (middle) and percentage of mitochondrial genes (right) mapped onto the UMAP.

**Table 4:** Final cell quantification and sequencing statistics.

Sample	Sample 1	Sample 2	Sample 3	Total
Unfiltered barcodes	69,723	52,932	64,138	186,793
Filtered nuclei	4,869	4,130	8,439	17,438
Filtered features	22,472	22,458	23,014	23,489
Mean UMIs per cell	4,527	3,716	3,486	3,831
Median UMIs per cell	3,333	2,234	2,359	2,572
Mean features per cell	2,153	1,885	1,852	1,944
Median features per cell	1,892	1,434	1,502	1,604
Mean percent of mitochondrial features	3.55	2.66	2.13	2.65
Median percent of mitochondrial features	3.06	2.05	1.64	2.05

“Unfiltered barcodes” refers to the number of barcodes after importing the STAR files to Seurat, excluding those with less than 200 UMIs. All other parameters refer to the final atlas.

### Cluster annotation

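Clustering of the 17840 nuclei at resolution 0.5 gave 23 clusters, each with nuclei of all 3 libraries. Across the alternatives the number of clusters went from 18 at resolution 0.3 to 26 at resolution 0.8. The share of a cluster differed under 2-fold between the highest and the lowest library in 12 clusters and 3-fold or more in 3 clusters. The smallest difference, 1.32-fold, was in the only cluster of HC-like nuclei. The largest, 5.38-fold, was in 1 of 3 clusters of PR precursor-like nuclei, with 18.5% of the nuclei of library 1 and 3.45% of those of library 3. Grouped by class, PR precursor-like nuclei made up 34.6% (95% interval 33.3 to 35.9%), 26.2% (24.9 to 27.5%) and 13.6% (12.8 to 14.3%) of libraries 1, 2 and 3, a mean of 24.8% ± 10.6%. Rod-like nuclei made up 25.9% ± 1.55% (n = 3). Shares in libraries 1, 2 and 3 were 1.77%, 1.38% and 1.82% for HC-like, 5.02%, 6.76% and 9.24% for BC-like, and 4.64%, 6.19% and 8.43% for RGC-like nuclei. They were 10.8%, 9.08% and 15.2% for GABAergic AC-like, 2.29%, 2.06% and 3.40% for cholinergic AC-like, and 6.49%, 5.29% and 8.19% for glycinergic AC-like nuclei. MG-like nuclei made up 2.19%, 7.14% and 5.20%, RPC-like nuclei 3.11%, 1.59% and 2.50%, and OL-like nuclei 0.844%, 0.308% and 0.220%. The class shares were moved the most without library 3, where RPC-like nuclei made up 9.63% against 2.40% ± 0.768% with all libraries. Pearson's r of log2 gene levels of the libraries as wholes was 0.967 between libraries 1 and 2, 0.973 between 1 and 3, and 0.983 between 2 and 3 (20945 to 21482 genes).

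**Figure D2:**
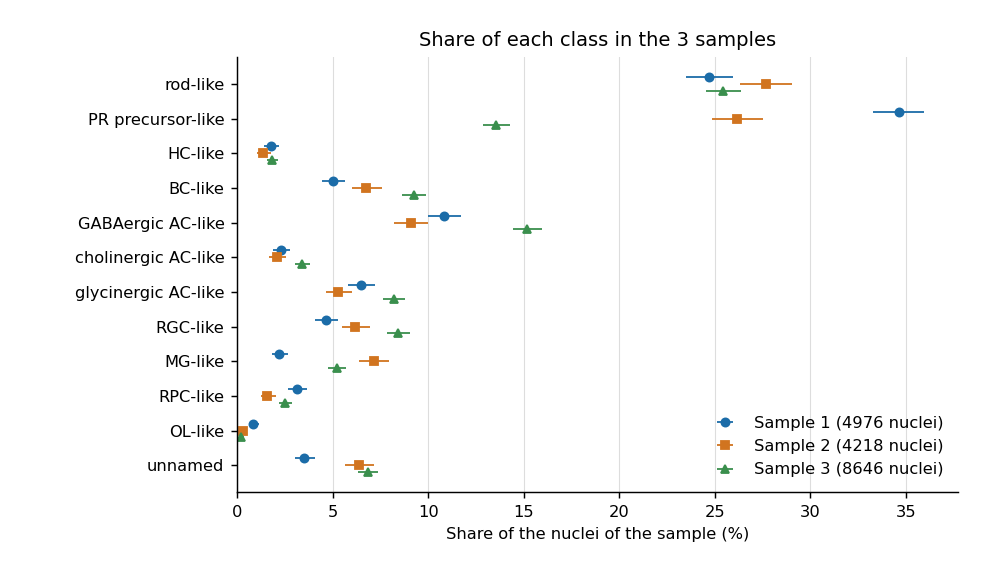
Share of nuclei of each rebuilt class in each sample, with exact 95% binomial intervals. The intervals cover counting error only.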

Unsupervised clustering of filtered cells revealed 22 clusters (Fig. 3a), all of which were present in generally similar proportions in the three samples (Fig. 3b), with cells from the three retinas showing similar distributions across the UMAP (Fig. 3c), thus confirming the similarity of the samples. To annotate the clusters, we analysed the expression levels of known marker genes from other species (see Methods) for the major retinal cell classes or subclasses (Fig. 4a,b). This allowed us to divide cells into the six major retinal cell classes (PRs, HCs, BCs, ACs, RGCs and MG), as well as to identify two clusters of retinal progenitor cells (RPCs) and a single cluster of oligodendrocytes (OLs) (Fig. 3a).

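Names were given when at least 3 genes of a class list were higher in a cluster than in the other nuclei, and 21 of the 23 rebuilt clusters received one. The genes below named the classes, so their levels are the basis of the names and not an independent result. Of 22 pairs of a marker gene in the text and its class, 17 had their highest level among the 11 classes in the expected class in all 3 libraries. Over the alternatives 15 to 19 pairs did so out of 16 to 22, since pairs of an absent class drop out, and 19 of 22 was reached with a mitochondrial limit of 5%. The 5 other pairs were *vsx1* in BC-like, *gad1* in GABAergic AC-like, *mki67-l* in RPC-like, and *olig2-l* and *mbp* in OL-like nuclei. A cluster of 833 nuclei, 124, 232 and 477 in libraries 1, 2 and 3, fitted the list of retinal pigment epithelium best with 3 markers, but stayed without a name because 7 markers of RPCs were also higher in it. It was led by LOC119978759 (chromosome 15, 73731497 to 73732902), LOC119978771 (chromosome 15, 73638737 to 73640158), LOC119978783 (chromosome 15, 73822524 to 73824145), *enpp2* (chromosome 10, 139423465 to 139594973) and LOC119978731 (chromosome 15, 73608109 to 73609373). Another cluster of 202 nuclei, 51, 37 and 114, met no list and was led by *nts* (chromosome 20, 22206921 to 22219320) and *kdrl* (chromosome 17, 32474033 to 32692377), as was a cluster of 166 nuclei of the first clustering, which met the list of genes shared by ACs there (build sScyCan1.1; leading genes were picked after their values were seen). Together these unnamed nuclei made up 3.52%, 6.38% and 6.84% of the libraries. UMIs of *rho* were found in nearly every nucleus: after thinning to 1000 UMIs per nucleus, 99.9 to 100% of rod-like nuclei and 78.8 to 100% of nuclei of other classes had at least 1. Before thinning, the mean over libraries of the median was 2209 UMIs in rod-like nuclei and 1418 (PR precursor-like) to 5843 UMIs (HC-like) in the other classes. Near-empty droplets contained *rho* at 3.78%, 1.45% and 1.16% of their UMIs, against 0.705%, 0.713% and 0.660% in the rebuilt set, so a single UMI of a rod gene does not mark a rod.

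**Figure D3:**
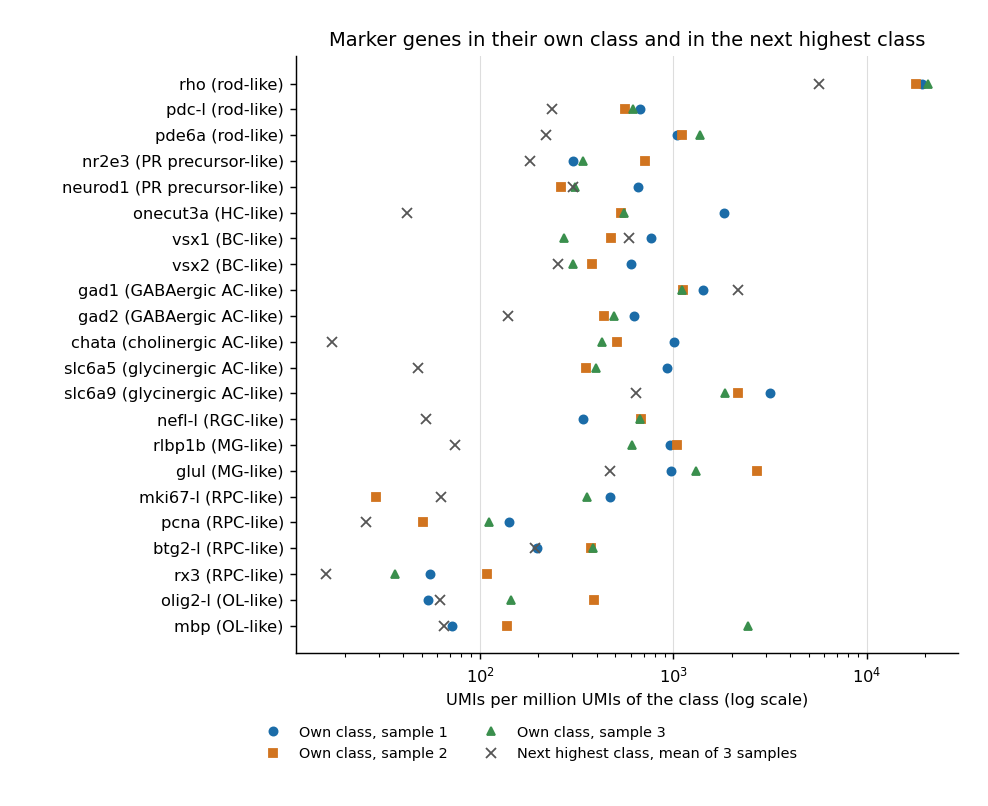
Level of each marker gene in its own class in each sample, and the mean level in the next highest class. Genes shown here took part in naming the classes.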

**Fig. 3:**
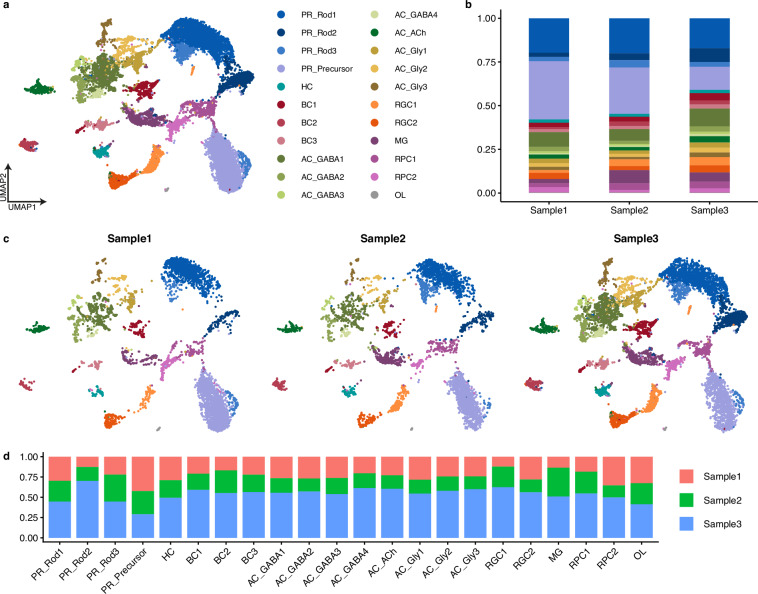
Clustering of snRNA-seq data reveals cell heterogeneity in the juvenile catshark retina. (**a**) UMAP of retinal cells showing their unbiased assignment to the 22 clusters identified in this study. For abbreviations, see Table 3. (**b**) Barplots showing the proportions of each cluster for each sample. (**c**) Separate UMAPs of cells from each sample, coloured according to their assigned identities. (**d**) Barplots showing the proportions of cells from the three samples in each cluster.

**Fig. 4:**
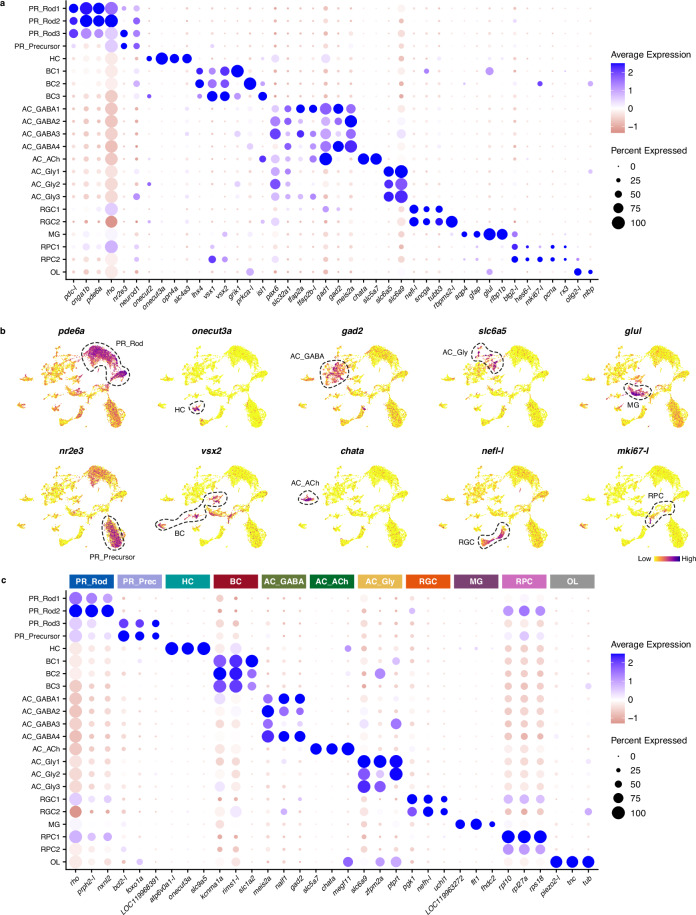
Expression of marker genes used for cluster annotation. (**a**) Dot plot showing expression levels of marker genes selected for identification of retinal cell classes (cluster annotation). (**b**) UMAPs showing expression of selected canonical marker genes. (**c**) Dot plot showing expression of the top three differentially expressed genes from class-level groupings (see text and Table 3 for details). See Methods and Supplementary Table 1 for information on gene nomenclature.

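In the rebuilt set 3 clusters were rod-like, with 1229, 1167 and 2199 nuclei in libraries 1, 2 and 3. *rho* (chromosome 11, 93868264 to 93910540) had 19422 ± 1379 CPM in rod-like and 5634 ± 905 CPM in PR precursor-like nuclei, the next class (n = 3). *pdc-l* (chromosome 4, 79705129 to 79758882) had 615 ± 53.5 CPM against 235 ± 46.9 CPM, also in PR precursor-like nuclei. *pde6a* (chromosome 4, 173856110 to 173936131) had 1173 ± 179 CPM, with 218 ± 112 CPM in MG-like nuclei as the next class. These 3 genes belong to the list that named rod-like clusters (positions on build sScyCan1.1). Resolution 0.8 moved the level of *rho* in rod-like nuclei the most, to 21148 CPM. The 3 clusters had different depth, with median UMIs in library 1 of 3592.5, 2122 and 1651.5. The cluster at 1651.5 UMIs was the closest of the 23 to near-empty droplets when all were thinned to the same number of UMIs within a library (r = 0.899 ± 0.0334 over the 3 libraries).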

Three clusters could be identified as rod PRs by the expression of genes such as *rho*, *pdc-l* or *pde6a*^74^. 

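The list of cone genes fixed at the outset had 12 genes, of which *cnga3a* (chromosome 14, 25600105 to 25679006) and *pde6c* (chromosome 16, 55670983 to 55736595) could be matched to the annotation, and no cone opsin or cone arrestin could. Before filtering, barcodes with at least 200 features contained 329, 143 and 456 UMIs of *cnga3a* and 44, 61 and 86 UMIs of *pde6c* in libraries 1, 2 and 3. The rebuilt set had 8.55, 4.49 and 10.1 CPM of *cnga3a* (142, 62 and 255 nuclei with a UMI) and 0.888, 2.31 and 1.62 CPM of *pde6c*. Both genes were found together in 0, 2 and 3 nuclei. *cnga3a* was not highest in rod-like nuclei: it had 3.08 ± 2.29 CPM there, 26.7 ± 16.7 CPM in PR precursor-like and 16.2 ± 15.0 CPM in RPC-like nuclei (n = 3). Per library the levels were 1.54, 1.99 and 5.71 CPM in rod-like and 22.6, 12.4 and 45.1 CPM in PR precursor-like nuclei. *pde6c* had 0.917 ± 0.443 CPM in rod-like and 2.19 ± 1.48 CPM in PR precursor-like nuclei. Near-empty droplets had 2.34, 0.918 and 3.56 CPM of *cnga3a*. Positions are on build sScyCan1.1.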

Expression of established cone PR marker genes (not shown) was either present in rod clusters or virtually non-existent. This is in accordance with previous observations that *S. canicula* has either scarce cones^75^ or a pure-rod retina^49,76^ (reviewed in Ferreiro-Galve *et al*.^49^), similar to some other benthic sharks^76,77^ and the skate^78^. 

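Clusters meeting the list of PR precursor genes were 3 in the rebuilt set, with 2237, 1463 and 298 nuclei, and 1722, 1104 and 1172 of these nuclei came from libraries 1, 2 and 3. *nr2e3* (chromosome 24, 2946346 to 2960831) had 451 ± 227 CPM in PR precursor-like and 181 ± 71.1 CPM in rod-like nuclei, with 302, 712 and 339 CPM in the 3 libraries. *neurod1* (chromosome 2, 192620383 to 192624577) had 409 ± 215 CPM against 302 ± 99.3 CPM in rod-like nuclei, and library 1 was the highest with 655 CPM against 261 and 310 CPM in libraries 2 and 3. Both genes gave these clusters their name (build sScyCan1.1). PR precursor-like nuclei were shallow, with median UMIs of 1138 to 1948 over the libraries, against 1628 to 3112 in rod-like nuclei. The largest of the 3 clusters was at rank 4 of 23 in correlation with near-empty droplets at the same number of UMIs (0.861 ± 0.0356, n = 3), and the others were at rank 9 and rank 6.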

A fourth cluster that did not show high levels of most rod markers, but showed significant expression of *nr2e3* and *neurod1*, known markers of rod precursors/progenitors^79^, was thus annotated as PR precursor cells. Since rod PRs usually comprise a single cell type^36,41,80^ (with some exceptions, such as those of the amphibian retina^81^), the four PR clusters identified here could correspond to different states of PR differentiation (since active rod PR generation is known to persist in the postnatal catshark retina^49^, with rods showing different states of maturation/differentiation, based on morphology of their outer segments), but further research is needed to confirm this.

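The paper proposes states of differentiation for the PR clusters and calls for further research on this. Nuclei of this set carry no time axis, so order of the states was not tested, and the data bear on the difference between the classes only. Counts were summed per class and library and compared with edgeR's quasi-likelihood test, with library as a block and Benjamini-Hochberg adjustment. Of 14569 genes tested, 1961 were higher in PR precursor-like and 2229 higher in rod-like nuclei at adjusted p under 0.05. Without the block for library, which pairs sums of the same animal, 530 and 850 genes passed, the largest move among the alternatives. Clusters were made from the same counts, which raises such numbers. Restricted to genes outside the 2000 integration features, 1465 genes were higher in PR precursor-like nuclei. With the 6 sums divided 3 against 3 in all 10 ways, the true division gave 4190 genes and each of the 9 others 0 (49 to 599 genes at unadjusted p under 0.05), and with 10 divisions a share under 0.1 cannot be reached. On simulated data with changed genes, 181 of 184 changed genes were found and 3 unchanged genes were called among 14276 genes tested. The planted log2 fold changes were 2 or 3 in either direction, so recovery of smaller changes was not tested. Among the cone genes, *cnga3a* (chromosome 14, 25600105 to 25679006) was higher in PR precursor-like nuclei with a log2 fold change of 2.89 (SE 0.276, adjusted p 9.35e-05). Of genes that name other classes, *rbpms2-l* (chromosome 24, 15998173 to 16073521) had a log2 fold change of 2.14 (SE 0.221, adjusted p 0.00014). The values were 2.01 for *meis2a* (chromosome 2, 121505634 to 121644478) (SE 0.159, adjusted p 4.61e-05) and 1.99 for *lhx4* (chromosome 4, 110173271 to 110305215) (SE 0.203, adjusted p 0.00013). Lower in PR precursor-like nuclei were *gfap* (chromosome 19, 51599087 to 51650830) at -0.80 (SE 0.184, adjusted p 0.0105) and *trpm1a* (chromosome 24, 822375 to 904694) at -0.73 (SE 0.137, adjusted p 0.00389; build sScyCan1.1).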

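In the rebuilt set, 1 cluster was HC-like with 88, 58 and 157 nuclei in libraries 1, 2 and 3, and 3 clusters were BC-like with 250, 285 and 799 nuclei. *onecut3a* (chromosome 18, 107833521 to 107977844) had 973 ± 741 CPM in HC-like nuclei (1828, 535 and 554 CPM, so library 1 set the mean) and 42 ± 15.7 CPM in RGC-like nuclei, the next class. *vsx1* (chromosome 1, 187187659 to 187218638) had 504 ± 249 CPM in BC-like nuclei but 591 ± 346 CPM in RPC-like nuclei, and BC-like nuclei were highest in 1 of 3 libraries. These genes named the classes. *isl1* (chromosome 3, 89130053 to 89142104), which took no part in naming BC-like clusters, had 303 ± 110 CPM in the BC-like cluster of 384 nuclei, 113 ± 57.2 CPM in that of 355 nuclei and 13.9 ± 3.50 CPM in that of 595 nuclei (n = 3). Outside BC-like nuclei the highest level of *isl1* was in cholinergic AC-like nuclei, 173 ± 68.7 CPM. Positions are on build sScyCan1.1.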

Regarding retinal interneurons, a single cluster of HCs (expressing the canonical marker *onecut3a*^36,82^) and 3 clusters of BCs (expressing *vsx1* and *vsx2*^11,14,83^, as well as high levels of *isl1* in one of the BC clusters, confirming previous immunohistochemical results^84^) could be identified in our dataset. We also found eight clusters of ACs, most of which showed high levels of *pax6*, confirming previous results^85^. 

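AC-like clusters numbered 6 in the rebuilt set, and *pax6* (chromosome 9, 145309889 to 145343613) (build sScyCan1.1) had 456 ± 163 CPM over all their nuclei, with 640, 331 and 398 CPM in libraries 1, 2 and 3. By cluster, *pax6* had 374 ± 127, 584 ± 216 and 195 ± 65.8 CPM in the GABAergic AC-like, 427 ± 144 CPM in the cholinergic AC-like, and 630 ± 234 and 450 ± 120 CPM in the glycinergic AC-like clusters (n = 3). Among other classes the level was 349 ± 94.6 CPM in RPC-like, 326 ± 138 CPM in RGC-like, 318 ± 65.7 CPM in HC-like and 284 ± 80.4 CPM in MG-like nuclei. Rod-like nuclei had 54.5 ± 9.46 CPM. The unnamed cluster of 202 nuclei had 880 ± 353 CPM of *pax6*, more than any AC-like cluster. *pax6* is on the list of genes shared by ACs, while the clusters received their names from the lists of the 3 subclasses.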

The AC clusters could be further divided into three subclasses according to the expression of small molecule neurotransmitter-associated genes. Thus, we found four clusters of GABAergic ACs expressing *gad1* and/or *gad2*^18,86^; a single cluster of cholinergic (starburst) ACs, which show high levels of *chata* (similar to those described in *Squalus*^87^); and three clusters of glycinergic ACs, which show high levels of glycine transporters *slc6a5* and *slc6a9*^18^. Furthermore, two clusters of RGCs (expressing canonical markers, such as *nefl-l*^15^) could be recognised.

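GABAergic AC-like nuclei formed 3 clusters in the rebuilt set, cholinergic AC-like nuclei 1 and glycinergic AC-like nuclei 2, with 2233, 495 and 1254 nuclei. *gad1* (chromosome 2, 209668255 to 209763081) had 1215 ± 176 CPM in GABAergic AC-like but 2166 ± 291 CPM in cholinergic AC-like nuclei, which were higher in all 3 libraries. *gad2* (chromosome 5, 179192107 to 179380096) had 519 ± 96.8 CPM in GABAergic AC-like and 140 ± 27.1 CPM in cholinergic AC-like nuclei. *chata* (chromosome 22, 12211882 to 12254052) had 649 ± 313 CPM in cholinergic AC-like nuclei, and the next class, MG-like, had 17.2 ± 8.78 CPM. In glycinergic AC-like nuclei *slc6a5* (chromosome 9, 190990695 to 191047704) had 559 ± 319 CPM (MG-like 47.4 ± 26.0 CPM) and *slc6a9* (chromosome 4, 41876314 to 42136178) 2383 ± 679 CPM (OL-like 640 ± 531 CPM). These genes named the AC-like clusters (n = 3 for each level; build sScyCan1.1).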

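RGC-like nuclei formed 2 clusters of 636 and 585 nuclei in the rebuilt set, with 231, 261 and 729 nuclei in libraries 1, 2 and 3. *nefl-l* (chromosome 26, 20117140 to 20121939) (build sScyCan1.1), from the list that named them, had 565 ± 194 CPM in RGC-like nuclei, with 341, 679 and 674 CPM by library, and 52.3 ± 6.76 CPM in PR precursor-like nuclei, the next class (n = 3). The 2 clusters differed in depth: median UMIs in libraries 1, 2 and 3 were 9751, 8603 and 5967 in the cluster of 636 nuclei and 1476, 959 and 1163 in that of 585 nuclei. The shallow cluster was at rank 2 of 23 in correlation with near-empty droplets at the same number of UMIs (0.891 ± 0.0369).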

MG were represented by a single cluster with high levels of *rlbp1b*^11,88^ and *glul* (the gene encoding glutamine synthetase, whose expression in *S. canicula* MG has previously been described by means of immunohistochemistry^84,89^). 

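A single cluster of 860 nuclei was MG-like in the rebuilt set, with 109, 301 and 450 nuclei in libraries 1, 2 and 3. *rlbp1b* (chromosome 12, 16162664 to 16207539) had 869 ± 229 CPM in it and 74.1 ± 29.2 CPM in RPC-like nuclei, the next class (n = 3). *glul* (chromosome 4, 129059308 to 129067340) had 1663 ± 919 CPM, with 974, 2706 and 1309 CPM by library, and 470 ± 630 CPM in OL-like nuclei. The cluster was named from a list with both genes (build sScyCan1.1).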

Two clusters of RPCs could also be identified by the expression of cell proliferation markers (*mki67-l*^19,90^, *pcna*^48,49,89^) and typical markers of retinal progenitors (*btg2-l*, *rx3*^12^). 

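The rebuilt set had 1 RPC-like cluster, with 155, 67 and 216 nuclei in libraries 1, 2 and 3. Of the proliferation markers, *mki67-l* (chromosome 16, 42041813 to 42107928) had 285 ± 229 CPM in it (469, 29.0 and 357 CPM by library) and *pcna* (chromosome 26, 19238474 to 19246201) 101 ± 45.8 CPM. The next classes had 62.7 ± 53.9 CPM of *mki67-l* (BC-like) and 25.6 ± 17.7 CPM of *pcna* (OL-like), and in library 2 *mki67-l* was not highest in RPC-like nuclei. *btg2-l* (chromosome 15, 142972220 to 142974651) had 318 ± 106 CPM against 193 ± 18.6 CPM in MG-like nuclei, and *rx3* (chromosome 3, 58653733 to 58664587) had 66.6 ± 37.5 CPM against 16.0 ± 2.32 CPM in MG-like nuclei (n = 3). These genes are on the list that named the cluster (build sScyCan1.1). Mean S phase scores of RPC-like nuclei were 0.186, 0.0366 and 0.116 and mean G2M scores 0.263, 0.0549 and 0.185, lowest in library 2 as for *mki67-l*. The scores share proliferation genes with the list that named the cluster, so they are not an independent result. With a mitochondrial limit of 5% there were 2 RPC-like clusters, and without library 1 there was none.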

Finally, a small cluster of OLs was identified by high levels of *olig2-l* and *mbp* expression^13,36^ corresponding to cells from the optic nerve head or the optic nerve fibres layer, where myelinated fibres are present in other elasmobranchs^45^. 

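The rebuilt set had 1 OL-like cluster of 74 nuclei, 42, 13 and 19 in libraries 1, 2 and 3, so that each level rests on few nuclei. *olig2-l* (chromosome 7, 29444372 to 29446612) had 196 ± 174 CPM (53.8, 390 and 144 CPM by library), and *mbp* (chromosome 10, 182871817 to 183059424) had 877 ± 1337 CPM (71.7, 138 and 2420 CPM, so library 3 set the mean). The next classes were RPC-like for *olig2-l* (61.7 ± 24.8 CPM) and glycinergic AC-like for *mbp* (65.3 ± 28.7 CPM), and each gene was highest in OL-like nuclei in 2 of 3 libraries. Both took part in naming the cluster. The genes leading the cluster include *col1a2* (chromosome 5, 120240585 to 120299841) and *mpz* (chromosome 6, 199660047 to 199678960), picked after their values were seen. *col1a2*, a gene of the fibroblast and pericyte list, had 1810, 0 and 0 CPM in OL-like nuclei of libraries 1, 2 and 3, so the cluster is not alike across the libraries. No cluster was OL-like when Scrublet called the doublets, without integration, with the named genes left out of the features, with the same limits in all libraries, or without any 1 of the libraries. Positions are on build sScyCan1.1, and the place of these nuclei in the tissue cannot be read from counts.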

A remarkable absence from our dataset are microglial cells, which are known to be present in the innermost retinal layers of the postnatal retina of *S. canicula*^91^. This is most likely due to microglia being lost in the nuclei dissociation or quality control filtering processes.

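The list of microglia genes fixed at the outset had 18 genes, of which *ptprc* (chromosome 4, 94202752 to 94654858), *lcp1* (chromosome 7, 111051968 to 111166190), *ikzf1* (chromosome 5, 135200366 to 135319205), *spi1b* (chromosome 9, 97748212 to 97852944) and *p2ry12* (chromosome 13, 146948499 to 146953069) could be matched to the annotation (build sScyCan1.1). No cluster took that name. Of 17840 nuclei in the rebuilt set, 23 had UMIs of at least 3 of these genes (12, 3 and 8 in libraries 1, 2 and 3), where 6.96 were expected if the genes fell on nuclei independently at their level and depth. With at least 2 genes, the alternative, 157 nuclei were found and 157 expected. The highest class levels were 78.9 ± 72.9 CPM of *ptprc* in OL-like, 101 ± 54.9 CPM of *lcp1* in HC-like, 11.9 ± 20.7 CPM of *ikzf1* in OL-like and 8.19 ± 6.74 CPM of *spi1b* in glycinergic AC-like nuclei (n = 3). *p2ry12* had at most 2.84 CPM in any class.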

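The paper states loss in dissociation or in filtering as the likely reason. Dissociation leaves no trace in counts, but filtered nuclei are in the deposited tables and were searched with the 5 matched microglia genes. Among 641 nuclei above an upper limit, 21 had UMIs of at least 3 of the genes, where 32.0 were expected from depth alone. Among 1842 barcodes set aside for 10% or more mitochondrial UMIs and within the other limits, 1 had at least 3 (0.258 expected) and 16 at least 2 (8.23 expected). In the 3 clusters removed after filtering, 24 of 2073 nuclei had at least 3 where 0.455 were expected, and 39 had at least 2 where 11.7 were expected. Of these 24 nuclei, 19 were in the removed cluster of 687 nuclei and 5 in that of 1256 nuclei. Microglia that were lost before the droplets formed cannot be counted in these tables.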

To further validate cluster annotation and find novel markers specific to the *S. canicula* retinal cell classes, we identified marker genes (differential gene expression analyses vs the remaining cells in the dataset), both for individual clusters and for clusters grouped into classes/subclasses (Table 3). 

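Counts of each class in a library were compared with the sum of all other nuclei of that library by edgeR's quasi-likelihood test, with library as a block. A gene counted as a class marker at Benjamini-Hochberg adjusted p under 0.05 and log2 fold change of at least 1. Over the 11 classes 8894 calls passed, a gene counting once for each class it marks: 1056 for rod-like, 682 for PR precursor-like, 520 for HC-like, 776 for BC-like, 849 for GABAergic AC-like, 573 for cholinergic AC-like, 524 for glycinergic AC-like, 1182 for RGC-like, 1270 for MG-like, 1083 for RPC-like and 379 for OL-like nuclei. Taking any log2 fold change above 0 moved the sum the most, to 17595. Without library 2 the numbers fell to 223 for HC-like and 334 for BC-like nuclei. Classes were formed from the same counts, so such numbers describe the classes and are not a test that they exist. With the sums of each class divided 3 against 3 in all 10 ways, the true division gave 21138 calls in either direction and the 9 others 0 to 112. On simulated data 181 of 189 changed genes were found for BC-like nuclei, and 14 unchanged genes were called. The planted log2 fold changes were 2 or 3 in either direction, so smaller changes were not covered. Calls there needed adjusted p under 0.05 only, without the minimum log2 fold change set for markers. Genes given here for each class have the largest log2 fold change among those outside Supplementary Table 1 that are higher in all 3 libraries and reach 50 CPM. They were *tmem244* (chromosome 6, 105256895 to 105412297) for rod-like (3.67, SE 0.471, adjusted p 0.000798), LOC119974143 (chromosome 1, 266237653 to 266294631), an lncRNA, for PR precursor-like (3.45, SE 0.212, adjusted p 2.56e-05), *gja10b* (chromosome 6, 84188203 to 84203580) for HC-like (6.69, SE 0.292, adjusted p 0.0002) and LOC119964635 (chromosome 4, 65691576 to 65809497) for BC-like nuclei (5.71, SE 0.519, adjusted p 0.000314). For GABAergic AC-like nuclei the lncRNA LOC119971102 (chromosome 9, 13769953 to 13909373) came highest (3.62, SE 0.212, adjusted p 8.65e-05), but it lies within *mafa* (chromosome 9, 13765369 to 14159309), itself next (3.56, SE 0.222), so UMIs of the 2 genes are not told apart with certainty. LOC119976553 (chromosome 13, 122462929 to 122489147), an lncRNA, led in cholinergic AC-like (6.28, SE 0.290, adjusted p 2.81e-08), LOC119957394 (chromosome 26, 866898 to 1161451) in glycinergic AC-like (4.42, SE 0.365, adjusted p 0.00018), LOC119977182 (chromosome 14, 142455671 to 142493982), an lncRNA, in RGC-like (7.13, SE 0.341, adjusted p 4.59e-07) and LOC119963563 (chromosome 3, 273685898 to 273742541) in MG-like nuclei (5.43, SE 0.341, adjusted p 7.96e-08). *prss56* (chromosome 13, 124932518 to 125009595) led in RPC-like (5.33, SE 0.238, adjusted p 6.9e-33) and *nkx6.2* (chromosome 16, 49161201 to 49164273) in OL-like nuclei (8.01, SE 1.10, adjusted p 1.12e-10; build sScyCan1.1). The 33 genes that the study shows as top markers were picked by it from these libraries, and all but those of RPCs are on the marker lists that named the clusters here. All 33 had their highest level among the 11 classes in their own class in 3 of 3 libraries, from 1.39 times for *rpl27a* (chromosome 9, 167536341 to 167550303) to 84.8 times for *atp6v0a1-l* (chromosome 5, 157776157 to 158004208) the level of the next class. The lowest ratios were those of the 3 RPC genes, which code for ribosomal proteins, and the unnamed nuclei had more of them than RPC-like nuclei (*rpl27a* 2252 ± 327 against 1108 ± 165 CPM).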

Figure 4c shows the top marker genes for each class-level group, including both established and novel marker genes. For a complete list, see Data Records. Overall, the expression of marker genes confirms that our atlas comprises all major cell classes expected in the juvenile catshark retina, although some low abundant cell types (e.g. microglia) could be absent from the dataset. 

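Nuclei of all 11 rebuilt classes were found in each of the 3 libraries, from 13 OL-like nuclei in library 2 upward. Lists of cell types outside the neural retina were also searched, and the annotation had 4 of 7 endothelial genes, 4 of 7 genes of retinal pigment epithelium, 2 of 5 of fibroblasts or pericytes, 2 of 5 of lens and 0 of 5 of erythrocytes. No cluster took a name from these lists. *kdr* (chromosome 3, 119561406 to 119646383) was highest in MG-like nuclei (450 ± 259 CPM), *tek* (chromosome 8, 3162702 to 3274600) in HC-like nuclei (28.3 ± 11.1 CPM), and *vwf* (chromosome 11, 117722329 to 117859952) (233, 0 and 13.1 CPM in libraries 1, 2 and 3) and *tie1* (chromosome 4, 29805260 to 29917211) (62.7, 0 and 0 CPM) in OL-like nuclei. Of the pigment epithelium genes, *pmela* (chromosome 28, 1381086 to 1431674) had 152 ± 126 CPM and *mlana* (chromosome 8, 21324461 to 21360712) 45.9 ± 61.1 CPM in the unnamed nuclei, *dct* (chromosome 14, 123276900 to 123332792) had at most 19.4 ± 11.7 CPM (cholinergic AC-like) and *tyr* (chromosome 14, 87948594 to 88051201) at most 2.99 CPM in any class (n = 3). *dcn* (chromosome 20, 37350368 to 37419866) of the fibroblast list was highest in OL-like nuclei of library 1 (71.7 CPM, 0 in the other libraries). Of the lens genes, *cryba1a* (chromosome 12, 140784963 to 140790420) had 1.33, 418 and 13.2 CPM in the unnamed nuclei, set by library 2, and *cryaa* (chromosome 7, 662478 to 690802) at most 7.65 CPM in any class. Positions are on build sScyCan1.1.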

Future re-clustering of each cell class separately will allow further characterisation of cell type heterogeneity within the cell classes identified here. Thus, this dataset will provide a groundwork for studies on cell type diversity in the shark retina, allowing a better understanding of vertebrate retinal evolution and development.

## Usage Notes

All the code used to analyse the dataset is available in GitHub (see Code Availability). Raw *.fastq* files are standard Illumina sequencing files for 10x Genomics single-cell RNA sequencing libraries, and as such they can be processed using any typical single-cell analysis software (STAR^55,56^, as in our work, or Cell Ranger^92^, Kallisto^93^, Alevin^94^, etc.). STAR output files for each sample can be loaded into Seurat using the “ReadSTARsolo” function, and then merged into a single Seurat object using the “merge” function. Finally, the *Scyliorhinus_retina.rds* file is a Seurat object with the processed dataset that can be loaded into R with “ReadRDS”.

## Supplementary information

Supplementary Table 1

## Data Availability

The code used to process the raw sequencing files and generate all the results presented in this study can be found in https://github.com/Roslin-Aquaculture/SHARK_retina.

How the deposited data were processed for this re-analysis (not part of the article)

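The study made 3 single-nucleus RNA libraries, 1 from each of 3 female juvenile catsharks, and each library is 1 replicate of the same condition. The authors aligned the reads with STARsolo to build sScyCan1.1 with an edited mitochondrial annotation and counted unique molecular identifiers (UMIs) over whole genes from uniquely mapped reads. The deposited values are raw counts for 29017 features and all barcodes of the kit, with no normalization or filter. Lists of barcodes and of features served only as names of columns and of entries. Totals of the libraries were 73310348, 50691314 and 71366924 UMIs, which leave a counting error far below the spread between animals for the classes with many nuclei, while classes under 100 nuclei per library are limited by their number of nuclei.

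Barcodes with at least 200 features and features found in at least 3 barcodes were kept, and the limits of the Methods were applied: under 10% mitochondrial UMIs over 37 mitochondrial features, over 1000 and under 20000 UMIs with over 500 and under 5500 features in library 1, over 500 and under 24000 UMIs with over 500 and under 6500 features in library 2, and over 750 and under 20000 UMIs with over 300 and under 7000 features in library 3. Mitochondrial features were then left out. Near-empty droplets, used to describe free RNA, were barcodes with at least 200 features and no more UMIs than the median of such barcodes in their library, 34948, 26773 and 32187 droplets with a median of 390, 305 and 481 UMIs.

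Doublets were scored with artificial nearest neighbours as DoubletFinder does, written again in Python because that package was not at hand, with 20 principal components and a rate of 4% adjusted for homotypic doublets. Called doublets were removed before clustering, and the scoring was tested on planted doublets. Each library was normalized with SCTransform v2 (sctransform 0.4.2, without glmGamPoi, the model fitted on 2000 nuclei, 3000 variable features) with regression of S and G2M scores, for which 33 of 43 S genes and 36 of 54 G2M genes matched the annotation. Libraries were integrated in Seurat 5.3.0 by reciprocal principal components on 2000 features with 50 components computed, and clustered with 30 components at resolution 0.5. Clusters with 80% or more of their nuclei from 1 library and no name were removed, and the remaining nuclei were normalized, integrated and clustered once more.

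Clusters were named from 19 lists of marker genes, drawn from Supplementary Table 1 and common markers, of which 98 of 149 genes matched the annotation. A cluster took the name of the list with the highest mean log2 ratio to all other nuclei, if this mean was at least 1 and at least 3 genes of the list had a log2 ratio of at least 1 and 10 CPM or more. Log2 ratios and correlations of gene levels were taken with 10 CPM added to each level. It stayed without a name if another list had more such genes, if genes of another list led it, or if it was shallow without a leading marker. The lists of cone, microglia, erythrocyte, endothelium, pigment epithelium, fibroblast or pericyte, and lens genes had 2 of 12, 5 of 18, 0 of 5, 4 of 7, 4 of 7, 2 of 5 and 2 of 5 genes in the annotation. Lists of epithelial and erythroid genes, with 3 of 38 and 13 of 31 genes in the annotation, were written later, before their tests. Genes with a number in place of a symbol were named by Supplementary Table 1 only, so members of a list that lack a symbol in the annotation were missed.

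Counts were summed per class and library, and CPM are UMIs per 1000000 UMIs of the sum. The tests used edgeR 4.0.16 (TMM normalization, genes kept by filterByExpr, quasi-likelihood fit) with library as a block, since the sums of a class and of the rest come from the same animal and are paired by its number. Each class was compared with the sum of all other nuclei of its library, with Benjamini-Hochberg adjusted p under 0.05 and log2 fold change of at least 1, and PR precursor-like with rod-like sums at adjusted p under 0.05. Both were tested on simulated data in which 200 genes were given large changes, so recovery of small changes was not tested. Clusters come from the same counts as the tests, so adjusted p-values of classes are too small by an unknown amount. Shares of nuclei are given with exact 95% binomial intervals and were not tested, as there is 1 condition.

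Genes named in the text are those of the main text and of Supplementary Table 1, those of the marker lists, and for each class the 3 genes with the largest log2 fold change that pass the test, are higher in all 3 animals, have at least 50 CPM in the class on average and are absent from Supplementary Table 1, of which the passages give the leading ones. Genes outside this rule are marked as picked after their values were seen.

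The alternatives were clustering at resolution 0.3 and 0.8, no doublet removal, doublets called by Scrublet, log normalization, no cell cycle regression, no integration, named genes left out of the features, the limits of library 1 in all libraries, no upper limits, a mitochondrial limit of 5%, and each library left out in turn. For the tests they were also DESeq2 1.42.0, no block, no filter on low counts, at least 10 counts in every sum, genes outside the integration features, the mean of the other classes as the rest, and any log2 fold change above 0. Further alternatives were 200 UMIs in place of 200 features, 500 features in the relations, 10000 expected cells in the knee rule, 2 microglia genes in place of 3, and nuclei over both upper limits.

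Analyses ran in R 4.3.3 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5 and matplotlib 3.10.9. The UMAP and its layout were left out, because distances in it carry no measure that could be set beside a replicate spread, and the cluster labels and object of the study were not used, because the classes were to be rebuilt from the deposited counts. The marker lists are not independent of the study, since they include most of the top markers that it picked from its own clusters of these libraries.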

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

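Of the tests in this part, those of free RNA, of shallow or damaged nuclei and of doublets on the larger removed cluster of library 1, and that of free RNA on the smaller one, were chosen only after the result was seen, while the lists of epithelial and erythroid cells were drawn up once the leading genes of these clusters were known but before the levels of the listed genes were. No biological explanation was tested for any of these results, since all animals belong to 1 condition.

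The larger removed cluster of library 1 has 687 nuclei, and it drew attention because it met the rule for setting clusters aside and has genes at levels that no kept cluster reaches. Whether the study removed these same nuclei was not compared. Free RNA alone does not account for the profile: 1698 genes at 50 CPM or more were over 2 times their level in near-empty droplets of library 1, against at most 284 in 100 draws of as many UMIs from these droplets. A part of free RNA in the profile is not excluded. Doublets of retinal nuclei cannot exceed the level of their parts, yet 479 genes at 50 CPM or more were over 2 times above their highest level among the other clusters. Shallow or damaged nuclei stay open: median UMIs were 1.50 times those of the library, which argues against shallow nuclei, while median mitochondrial percentage was above that of the library. A candidate source is epithelial cells carried in with the retina. The leading genes of the cluster gave rise to this idea, and the list holds other genes than these. The median of an epithelial list in this cluster against the rest of library 1 was a log2 ratio of 2.58 with 10 CPM added to each level, at percentile 99.87 of 10000 random lists of matched expression, but only 3 of 38 listed genes matched the annotation (*tp63* (chromosome 13, 160693211 to 160967864) 204 against 7.02 CPM, *spint2* (chromosome 27, 21367983 to 21402628) 76.8 against 4.54 CPM and *mal2* (chromosome 10, 139095477 to 139176102) 46.0 against 3.30 CPM). None of these 3 genes reached 10 CPM in the rest of library 1 (positions on build sScyCan1.1). Of the 3 genes, 2 were above their level in every other cluster. The exception was *spint2*, which had 106 CPM in the smaller removed cluster of library 1.

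The smaller removed cluster of library 1 has 130 nuclei and drew attention for the same reason. Free RNA alone does not account for it either, with 1475 such genes against at most 284 in the draws. A candidate source is erythroid cells, an idea that also came from the leading genes, which are not on the list: the median log2 ratio of an erythroid list to the rest of the library, also with 10 CPM added, was 1.58, above all 10000 random lists (percentile 100). Of 31 listed genes 13 matched, 10 of them were at least 2-fold higher with 10 CPM added, and 9 of the 13 are also expressed at 10 CPM or more in the rest of library 1. The highest levels were those of *fech* (chromosome 3, 56452917 to 56515929) (274 against 20.8 CPM), *zfpm1* (chromosome 9, 34976563 to 35230971) (219 against 89.4 CPM), *uros* (chromosome 16, 38953923 to 39016247) (219 against 36.3 CPM) and *slc11a2* (chromosome 28, 6423761 to 6490827) (150 against 27.1 CPM). No globin gene of the earlier erythrocyte list matched the annotation, so globin levels could not be read.

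In the removed clusters, 24 nuclei had UMIs of at least 3 microglia genes where 0.455 were expected from their depth, which drew attention because the paper reports no microglia. Depth is part of the expected number, and with at least 2 genes 39 nuclei were found where 11.7 were expected. Only 5 of 18 listed genes matched the annotation and no list of other immune cells was tested, so the counts do not settle the cell type. Whether these nuclei came from the retina was not tested either. Levels of these genes in near-empty droplets were not compared, so free RNA is not excluded. Of the 24 nuclei, 5 lie in the cluster of 1256 nuclei, for which free RNA is a candidate source.

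The 641 nuclei over an upper limit drew attention because they hold a large part of the UMIs and are not analysed in the paper (452 of them passed both limits). Doublets are a candidate source: nuclei over a limit were called doublets in 17.5%, 36.2% and 52.2% of cases in libraries 1, 2 and 3, against 2.97%, 2.12% and 2.54% within the limits, at least 5.88 times as often in each library. The score is not independent of depth, as called doublets also had more UMIs within the limits. Classes with more RNA per nucleus stay open as well. The class with the highest median UMIs, HC-like, took 5.82 times its share among these nuclei on average, but it was absent among those of library 1. GABAergic AC-like (2.30 times), RGC-like (2.01 times) and BC-like nuclei (1.94 times) took more than their share in 3 of 3 libraries.

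The 1842 nuclei with 10% or more mitochondrial UMIs within the other limits drew attention because the limit falls unequally on classes. In the rebuilt set, the nearest class profile returned the group of 94.7% of all nuclei. This was 86.8% for unnamed nuclei and ranged from 77.2% for RPC-like to 99.6% for PR precursor-like nuclei. By this profile 640 of the 1842 were unnamed, 275 RGC-like, 419 PR precursor-like, 413 rod-like and 38 OL-like. As a share of the nuclei of a class on both sides of the mitochondrial limit, these were 73.8%, 15.1% and 14.2% in libraries 1, 2 and 3 for unnamed, 41.1%, 6.12% and 11.7% for RGC-like, 16.0%, 6.12% and 1.68% for PR precursor-like and 12.0%, 7.53% and 6.43% for rod-like nuclei. PR precursor-like nuclei thus lost a larger share than rod-like nuclei in library 1 and a smaller one in libraries 2 and 3. OL-like nuclei lost 47.5% in library 1 and 0 in the others. The removed clusters had no profile of their own, so nuclei like theirs had to fall into another group. The shares of library 1, where 2 clusters were removed, therefore cannot be read as the loss of a class alone. Stressed or damaged nuclei and living classes with more mitochondrial RNA were not told apart, as no test between them was made.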

How the results depend on the processing

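All named alternatives were run, and no test here was chosen after the result was seen. The log2 fold changes of 34 genes were followed over the alternatives, and none of these was reversed. Other tested genes were not followed one by one. The order of the libraries did change in some: with 200 UMIs in place of 200 features library 2 had the most barcodes and not the fewest, and with 500 features Pearson's r of UMIs and mitochondrial percentage was the most negative in library 3 (-0.247) and not in library 1 (-0.238). Where a setting left no nuclei of a class, its marker levels and gene counts have no value, and *cnga3a* has none with at least 10 counts in every sum.

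The numbers of clusters (18 to 26) and of nuclei in the final set (means of 4806 to 6480 per library) moved by less than their spread or 1.5 times. So did nuclei after quality control, mean Pearson's r among UMIs, features and mitochondrial percentage, cone gene levels, and the number of marker and class pairs highest in all libraries (15 to 19, out of 16 to 22 pairs). Spearman's coefficients moved further: with 500 features those of UMIs and mitochondrial percentage went from -0.313, -0.185 and -0.383 to -0.655, -0.565 and -0.715.

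Most class shares moved by less than 1 SD between replicates. The mean share of rod-like nuclei, 25.9%, became 23.4% at resolution 0.8, 22.8% without doublet removal, 24.1% without cell cycle regression and 21.7% with a mitochondrial limit of 5%, and ranged from 24.2 to 27.3% across the 3 fits that each left out 1 replicate. HC-like nuclei, 1.65%, became 1.94% without upper limits and 1.91% with the 5% limit. RPC-like nuclei, 2.40%, became 8.07% with the 5% limit. Across the fits that each left out 1 replicate they ranged from 0 to 9.63%, glycinergic AC-like nuclei from 4.83 to 7.56%, and RGC-like nuclei from 4.19 to 7.74%. OL-like nuclei, 0.457%, were at 0 with Scrublet, without integration, with the named genes left out of the features, with the same limits in all libraries, and without each replicate in turn (0 to 0), so that the OL-like cluster exists only in some of the clusterings. The cause was not tested for any of these, apart from the fewer nuclei that leaving out a library brings.

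Of the marker levels, 3 of 234 moved by over 1 SD between replicates, all of them *rho* in rod-like nuclei: 21148 CPM at resolution 0.8, 20916 CPM without doublet removal and 20816 CPM without cell cycle regression. Some levels with a wide spread between replicates moved more in proportion, though by under 1 SD. The lowest values were 38.0 CPM for *rx3* in RPC-like nuclei (66.6 CPM before) and 552 CPM for *onecut3a* in HC-like nuclei (973 CPM before). For *mki67-l* in RPC-like nuclei the lowest was 185 CPM (285 CPM before).

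The sum of class marker genes, 8894, became 17595 with any log2 fold change above 0, which follows from the lower threshold. It ranged from 6781 to 8359 across the fits without 1 replicate, but over fewer classes. None of these fits had an OL-like class, and that without replicate 1 had no RPC-like class. Their sums are therefore not on a par with 8894. Without the replicate block, which takes the pairing of sums from the same animal out of the model, the sum was 5870. In the comparison of PR precursor-like with rod-like nuclei, leaving out the block moved 4190 genes to 1380, with 530 higher in PR precursor-like and 850 higher in rod-like nuclei. The fits without 1 replicate gave 2976 to 3303 genes. The block made no other sum differ by over 1.5 times.

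By class, 21 gene counts moved by over 1.5 times under the alternatives and 2 more without 1 replicate. Without the block, which pairs sums of the same animal, there were 327 genes for PR precursor-like, 333 for HC-like, 476 for BC-like, 513 for GABAergic AC-like, 377 for cholinergic AC-like, 239 for glycinergic AC-like, 804 for MG-like and 717 for RPC-like nuclei. Any log2 fold change above 0 gave 3007 genes for rod-like, 2265 for PR precursor-like, 1358 for BC-like, 2096 for GABAergic AC-like, 1009 for cholinergic AC-like, 1241 for glycinergic AC-like and 2596 for RGC-like nuclei. At least 10 counts in every sum, which tests fewer genes, gave 431 for PR precursor-like, 824 for MG-like, 287 for RPC-like and 130 for OL-like nuclei. HC-like nuclei had 299 genes without upper limits and OL-like nuclei 219 outside the integration features. Without replicate 2 there were 223 genes for HC-like and 334 for BC-like nuclei.

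Of the log2 fold changes of named genes, 2 of 539 values no longer passed the threshold, those of *fbxo32* (3.04) and LOC119966049 (3.12) in PR precursor-like nuclei without the block for animals. LOC119966049 lies within *bcl2-l*, so its counts are uncertain.

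A minimum of 200 UMIs in place of 200 features gave a mean of 72790 barcodes per library. The knee rule with 10000 expected cells gave a mean of 3594 cells per library, and 2 microglia genes in place of 3 gave 157 nuclei. The cause is the setting itself in these 3. The OL-like class had the fewest nuclei, with 13 and 19 in libraries 2 and 3.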

Differences from the paper's values

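No test in this part was chosen after the result was seen. Of 72 values of the paper that were also computed here, 2 differed by over 1.5 times and by more than the spread between replicates. Many of the others were not equal but stayed within these limits, among them the number of nuclei (17840 here, 17438 in the paper), of all clusters (23 here, 22 in the paper), of GABAergic AC clusters (3 here, 4 in the paper) and of glycinergic AC clusters (2 here, 3 in the paper).

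The paper gives 1 cluster of PR precursors, and here 3 clusters were PR precursor-like. Among the alternatives set before the data were examined, resolution 0.3, log normalization and no integration gave 1 cluster. Scrublet, the same limits in all libraries, no upper limits, the mitochondrial limit of 5% and each fit without 1 replicate gave 2, and resolution 0.8, no doublet removal, no cell cycle regression and named genes left out of the features gave 3.

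The paper gives 2 clusters of RPCs, and here 1 cluster was RPC-like. Of the alternatives set before the data were examined, the mitochondrial limit of 5% and the fit without replicate 3 gave 2 clusters. The fit without replicate 1 gave 0 and all others gave 1. The unnamed cluster of 833 nuclei also had 7 markers of RPCs higher than in the other nuclei. Whether the naming rule makes the difference was not tested.

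Shares of PR precursors were about 33%, about 26% and about 13% in samples 1, 2 and 3 in Fig. 3b, read by eye, and the shares here did not differ from them by over 1.5 times.

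The paper states that cone marker expression lies in rod clusters or is close to absent. Here *cnga3a*, 1 of 2 cone genes in the annotation, had 26.7 CPM in PR precursor-like and 3.08 CPM in rod-like nuclei, while *pde6c* was at 4.8 CPM or less in every class. The paper gives every cluster a class, and here 2 of 23 clusters, with 1035 nuclei, stayed without a name. The paper reads *vsx1* as a BC marker, and here RPC-like nuclei had the higher mean (591 against 504 CPM).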

Other observations

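Of the tests in this part, that of free RNA on the removed cluster of library 3, those of free RNA and doublets on rod genes in other classes, and that of depth on the share of PR precursor-like nuclei were chosen only after the result was seen. No biological explanation was tested in this part, since the design has 1 condition.

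The removed cluster of library 3 had 1256 nuclei. Its correlation with near-empty droplets was at rank 1 of 23 clusters, each taken with its nuclei of library 3 at the same number of UMIs. At r = 0.918 it still lay below the lowest r of 100 draws from these droplets (0.920). Genes at 50 CPM or more and over 2 times their level in near-empty droplets numbered 402, against at most 441 in draws from these droplets, so free RNA is a candidate source for this cluster.

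Rod genes were found in nuclei of every class. Doublets with a rod would touch a small part of the nuclei, but at least 98.2% of the nuclei of each other class had a UMI of *rho* in each library, so doublets do not account for it. Free RNA stays open. Across the 9 classes other than rod-like and PR precursor-like, UMIs of rod genes per nucleus differed 1.46-fold, 3.84-fold and 2.50-fold in libraries 1, 2 and 3. Total UMIs differed 2.90-fold, 3.75-fold and 2.37-fold, so among these classes rod genes were more even than depth only in library 1. PR precursor-like nuclei had the fewest total UMIs of any class (means of 2414, 1460 and 1533), with 22.3, 13.1 and 12.0 UMIs of rod genes. With them included, rod genes were more even than depth in every library. The median of the 9 classes was 23.5, 29.8 and 22.7 UMIs of rod genes per nucleus, against 15.3, 7.19 and 8.36 in near-empty droplets and 114, 72.9 and 74.6 in rod-like nuclei.

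The share of PR precursor-like nuclei differed 2.55-fold between the highest and the lowest library. Different limits in the libraries do not account for it, since the same limits for all gave a 3.45-fold difference. Depth is not the whole of it: above a depth at the same multiple of the median UMIs of rod-like nuclei in each library (1434, 869 and 750 UMIs, the last of which is the lower limit of library 3) the shares were 30.1%, 22.6% and 13.6%, a 2.22-fold difference, and with the other named classes as the reference it was 2.36-fold. Cuts at 1000, 2000 and 3000 UMIs in all libraries, which do not match their depth, gave 3.45-fold, 6.02-fold and 5.13-fold differences. With a mitochondrial limit of 5%, which also changed the clusters and their names, the difference was 1.91-fold, and without replicate 3 it was 1.16-fold, so library 3 sets its size. Dissection, the state of the nuclei and a true difference between animals stay open, as nothing in the design separates them.

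*cnga3a* was higher in PR precursor-like than in rod-like nuclei in 3 of 3 libraries, by a log2 fold change of 2.89 (adjusted p 9.35e-05). Free RNA does not account for it, since near-empty droplets had at most 0.103 times the level of PR precursor-like nuclei. Cones held in 1 of the 3 PR precursor-like clusters would raise this cluster over the others. The highest cluster had 1.27 times the level of the next in 1 library and under 2 times in the others. It was not the same cluster in the 3 libraries. These levels rest on few UMIs, as all nuclei of libraries 1, 2 and 3 held 183, 66 and 288 UMIs of the gene. Cones in small number, or spread over the 3 clusters, are therefore not excluded. The log2 fold change was 2.69 to 3.90 over the alternatives, apart from the filter of at least 10 counts in every sum, which the gene did not pass. Whether the gene marks immature photoreceptors was not tested.

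Each class test rests on 6 sums, and dividing them 3 against 3 in all 10 ways gave as many genes in 1 of the 10 splits, the true one (21138 calls over the 11 classes in either direction). The same held for PR precursor-like against rod-like sums (1 of 10). Of the 10 splits 4 part the sums of all 3 animals, and besides the true one these gave 3, 1 and 16 calls over the classes. The 6 others keep both sums of 2 animals together and gave 0 to 112 calls. For PR precursor-like against rod-like sums all 9 other splits gave 0 calls (49 to 599 genes at unadjusted p under 0.05). With 10 splits a share under 0.1 cannot be reached. The 6 splits that keep sums of 2 animals together repeat one another in pairs with equal counts, so separate splits are fewer still. A chance division of the sums is therefore not excluded by this count.

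An lncRNA, LOC119956835 (chromosome 24, 26469094 to 26487056, build sScyCan1.1), held the most UMIs of any nuclear feature, 0.943%, 1.98% and 4.42% of the final set and 5.36%, 8.42% and 15.9% of near-empty droplets in libraries 1, 2 and 3. An rRNA gene, LOC119968089 (chromosome 6, 203462036 to 203470353), held 0.165%, 0.889% and 1.45% of the final set. Both were picked after their values were seen.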
